A study of Mus musculus with 12 samples. Its data were reported in "NG2/CSPG4 attenuates motility in mandibular fibrochondrocytes under serum starvation conditions" (2023).

How the data were processed

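Messenger RNA was measured in primary fibrochondrocytes from the mandible of wild type mice and of mice without the proteoglycan NG2/CSPG4. The pups were 10 to 14 days old, and RNA was taken at passage 4 according to the labels, whereas the methods text of the study describes cells used at an earlier passage. Wild type cells were C57BL/6J. Knockout cells carried a reporter-tagged deletion allele of Cspg4 and came from a line backcrossed to C57BL/6J. Cells were grown in AMEM with fetal bovine serum (Norm) or in Opti-MEM without added serum (Opti), which gave 4 groups of 3 libraries and 12 libraries in all. Poly(A) RNA was made into stranded libraries and sequenced as read pairs.

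For the 6 wild type libraries the title and the treatment entry of the labels name the same medium. For the 6 knockout libraries the title and the treatment entry name opposite media. The groups used here follow the title, and the groups are called KO_Norm and KO_Opti for that reason. The treatment entry was used as an alternative reading, and this choice was made before the data were examined. The comparison within wild type cells and the comparison of the genotypes averaged over both media are identical under either reading.

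According to the processing notes of the submitters, reads were inspected with FastQC, aligned with HISAT2 and assembled with StringTie and gffcompare, and edgeR was used for expression differences. The deposited table gives a raw count for each gene and library, which the authors produced from the StringTie assembly. The deposited FPKM values, also computed by the authors, scale each count by transcript length and library size. Versions of these tools and the genome build are not given in the sources used here. Of the 31075 genes in the table, 99.71% carried an identifier of GENCODE M21, a GRCm38 annotation, and 99.99% of the matched genes overlapped their position there, so coordinates are given as GRCm38. Counts were used for every test, and the FPKM values for an alternative. Counts and FPKM values of the same library belonged together across 10462 genes with at least 200 counts in every library. No library was a copy of another, since the chi-square per degree of freedom ran from 23 to 238.1 between libraries of a group and from 155.1 to 877.6 between libraries of different groups.

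Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, which left 19118 genes. Library sizes were scaled with TMM factors, and a quasi-likelihood negative binomial model with 1 mean per group was fitted to all 12 libraries. The common dispersion was 0.0646, a biological coefficient of variation of 25.4%. Tests were two-sided, and p-values were adjusted with the Benjamini-Hochberg method to a threshold of 0.05. Fold changes are given as log2 values with their standard error (SE), and CPM denotes counts scaled to library size with the TMM factors. The comparisons were Opti against Norm in wild type cells, knockout against wild type over both media, knockout against wild type within each medium, Opti against Norm in knockout cells, and the interaction of genotype and medium. Fold changes of the medium responses were compared by Pearson correlation across genes. Cspg4 was also compared with an exact permutation test of 6 against 6 libraries.

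The fixed gene lists numbered 35 and were written before the data were examined. They covered genes whose products the study measured or discusses, cell cycle, cholesterol synthesis, fatty acid synthesis, immediate early genes and targets of serum response factor, contractile genes, fibrillar matrix, collagen VI and basement membrane, matrix proteases, cartilage, bone and tendon genes, integrins and adhesion, motility, the PDGF, FGF and IGF, the TGF-beta and BMP and the Wnt and Hedgehog pathways, oxidative stress, amino acid and endoplasmic reticulum stress, quiescence, interferon response, and chemokines and inflammation. Markers of myeloid cells, osteoclasts, endothelial, mural, skeletal muscle and epithelial cells, adipocytes, glia and neurons, and lymphoid cells were included, as were mitochondrially encoded, sex-linked and substrain genes and the neighbors of Cspg4. Lists were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, and again with an estimated correlation and with fry. Counts of list members past 0.05 were repeated with p-values adjusted over the list alone. Genes named in the text are genes that the study measured or discusses, the 2 members of each list with the smallest adjusted p, and the 5 largest increases and decreases among genes with a mean of at least 5 CPM and no overlap between the sides, and not every gene that met this rule is named. Terms of the GO annotation were tested with Fisher exact tests among 13028 annotated genes.

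The procedure was tried on simulated counts with 200 changed genes. For wild type cells in Opti against Norm, 26.9% of 1.5-fold, 76.1% of 2-fold and 90.9% of 4-fold changes were recovered among 18665 simulated genes, and 5.1% of the genes called were unchanged. For knockout against wild type over both media the recovered shares were 53.7%, 83.6% and 98.5% at 1.5-fold, 2-fold and 4-fold among 18635 genes, with 6.5% of calls unchanged. For the interaction the shares were 6%, 32.8% and 80.3% at 1.5-fold, 2-fold and 4-fold among 18651 genes, with 6% of calls unchanged. With no list changed, 0 of 35 lists passed, and 0 GO terms passed on shuffled calls. Genes were simulated independently and calls were shuffled across genes, so neither check covers correlation between the genes of a list or term. The simulation changed far fewer genes than were called in the data (39.8%, 34% and 31.4% in these comparisons), and it balanced increases and decreases. The shares recovered and the shares of unchanged calls therefore need not hold for the real comparisons.

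Alternatives used DESeq2 1.42.0 size factors in edgeR, no filter or a mean of at least 5 CPM, the DESeq2 Wald test, limma-voom, the replicate number as a block, each library left out in turn, only the groups compared, a 2-fold minimum change, and the treatment reading of the labels. Alternatives added after the data were examined were limma on log2 of the deposited FPKM values plus 1, the omission of 3 libraries with unusual transcripts together, and the mean expression of 4 Y-linked genes as a covariate. Equal replicate numbers did not mark a pair across all groups, since 5 of 18 same-numbered pairs had a correlation over 0.1 and the values ran from -0.33 to 0.42. Between WT_Norm and WT_Opti each library correlated best with its own number, though weakly (0.09 to 0.13), so a pairing there cannot be excluded. The replicate number was used as a block only in an alternative. No library was left out of the principal analysis. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Reads were not available and were not realigned, so the structure of the deletion in the transcripts of Cspg4 was not examined.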

Results

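RNA sequencing was compared between wild type and NG2/CSPG4 knockout fibrochondrocytes of the mandible, each kept in growth medium with serum (Norm) or in Opti-MEM without added serum (Opti). The basal medium changed together with serum, so effects of serum and of the basal medium cannot be told apart. There were 12 libraries in 4 groups of 3, with 51546504 to 71448484 counts per library. The study describes the libraries as biological replicates, but the labels do not say whether they came from separate animals or cultures, so p-values measure the spread between these libraries. For the knockout libraries the title and the treatment entry of the labels name opposite media. The knockout groups are named here by their title, KO_Norm and KO_Opti, and the other reading is given beside the gene counts and for part of the gene lists. In a principal component analysis the WT_Norm libraries stood apart on the first component (43.2% of the variance), the WT_Opti libraries stood apart on the second (23.9%), and KO_Norm and KO_Opti were separated on the third (12.7%).

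Cspg4 itself (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870, GRCm38) was low in every knockout library. Wild type libraries ranged from 113.5 to 216.3 CPM and knockout libraries from 10.5 to 16.6 CPM, with means of 168.6 ± 37.3 and 12.5 ± 2.2 CPM (mean ± SD, n = 6 libraries per genotype). The mean in wild type cells was 13.5 times that in knockout cells, and the knockout libraries still held 706 to 1109 counts of the gene. The difference between genotypes had an exact permutation p = 0.00216, the smallest that 6 against 6 libraries can give. In the edgeR fit the log2 fold change was -3.73 ± 0.13 (SE; adjusted p = 2.29e-09) over both media. Within wild type cells Cspg4 was lower in Opti than in Norm, at 139.6 ± 23.3 against 197.6 ± 20.5 CPM (log2 fold change -0.50 ± 0.16, adjusted p = 0.0269).

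**Figure D1:**
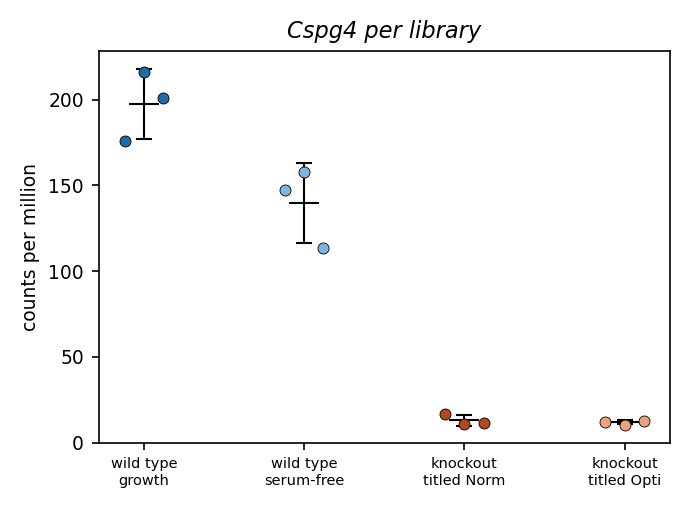
Expression of Cspg4 in each library, in CPM, by group.

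In Opti, wild type fibrochondrocytes expressed less of many genes of proliferation, sterol synthesis, contraction and cartilage, bone and fibrous matrix, and more of many genes of amino acid shortage, oxidative stress and the interferon response. As lists, 2 of 35 passed with an estimated correlation between genes, the contractile and the TGF-beta and BMP genes, whereas cartilage (adjusted p = 0.102), bone (adjusted p = 0.144) and fibrillar matrix (adjusted p = 0.289) did not. Of 19118 genes tested, 7616 differed between WT_Opti and WT_Norm, 3874 higher and 3742 lower, and 3191 of them changed at least 2-fold, 1193 higher and 1998 lower. On the deposited FPKM values 70.1% of the genes called were higher in Opti, against 50.9% on counts, so the balance of the directions depends on the scaling.

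Of 42 cell cycle genes, 39 were lower in WT_Opti, 1 was higher and 2 were not past the threshold (39 lower adjusted over the list alone; median log2 fold change -2.36, camera adjusted p = 3.7e-20). The same list gave adjusted p = 0.144 with an estimated correlation between its genes. The proliferation marker Mki67 went from 35.27 ± 7.74 to 3.626 ± 0.599 CPM (log2 fold change -3.28 ± 0.23, adjusted p = 2.85e-07), and Ccnd1, a cyclin that drives cells out of G1, fell by 1.56 ± 0.09 log2 units. Of 25 cholesterol synthesis genes 22 were lower and 3 were not past the threshold (22 lower over the list alone, camera adjusted p = 5.86e-17; adjusted p = 0.0877 with an estimated correlation). Of 16 fatty acid synthesis genes 10 were lower, 2 higher and 4 not past the threshold (11 lower over the list alone, camera adjusted p = 0.0015; adjusted p = 0.289 with an estimated correlation), among them the desaturases Fads2 (-1.49 ± 0.10) and Scd1 (-1.48 ± 0.12).

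All 16 contractile genes were lower in WT_Opti when adjusted over the list alone, and 14 were lower over all genes (median -3.04, camera adjusted p = 2.09e-14; adjusted p = 0.022 with an estimated correlation). Acta2, which encodes smooth muscle actin, went from 1788 to 151.1 CPM (log2 fold change -3.56 ± 0.13, adjusted p = 3.72e-09), and the myosin light chain gene Myl9 fell by 3.63 ± 0.14. Actb, a cytoskeletal actin often used as a reference gene, went from 2077 ± 313 to 387.3 ± 18.1 CPM. Of 27 immediate early and serum response factor target genes 23 were lower and 2 higher (23 lower over the list alone, camera adjusted p = 2.09e-14; adjusted p = 0.0531 with an estimated correlation), including the matricellular gene Ccn1 (-4.16 ± 0.16) and Srf (-1.79 ± 0.08), the transcription factor itself. Of 30 TGF-beta and BMP pathway genes 19 were lower, 1 was higher and 10 were not past the threshold (20 lower over the list alone, camera adjusted p = 3.68e-10; adjusted p = 0.0297 with an estimated correlation).

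Among 28 genes of the fibrillar matrix 16 were lower in WT_Opti, 1 was higher and 11 were not past the threshold (17 lower over the list alone, camera adjusted p = 4.45e-06; adjusted p = 0.289 with an estimated correlation). Lum, which encodes a proteoglycan that spaces collagen fibrils, went from 3757 to 819.2 CPM, and the collagen crosslinking enzyme gene Lox fell by 2.04 ± 0.15. In the list of collagen VI and basement membrane genes 9 of 16 were lower and 1 was higher (9 lower over the list alone, camera adjusted p = 0.0321; adjusted p = 0.612 with an estimated correlation). Col6a1 changed by -0.51 ± 0.14 and Col6a2 by -0.67 ± 0.13. Col6a3 went from 2495 to 1245 CPM. Of 25 cartilage genes 14 were lower, 2 higher and 9 not past the threshold (15 lower over the list alone, median -1.16, camera adjusted p = 2.39e-06; adjusted p = 0.102 with an estimated correlation). Acan, the gene of the large cartilage proteoglycan aggrecan, went from 64.91 to 1.694 CPM, and Hapln1, which links aggrecan to hyaluronan, fell by 2.90 ± 0.18. Of 16 bone genes 11 were lower and 2 higher (11 lower over the list alone, camera adjusted p = 0.000883; adjusted p = 0.144 with an estimated correlation), such as the osteoblast transcription factor gene Sp7 (-2.98 ± 0.14). Matrix proteases were lower for 15 of 31 and higher for 5 (16 lower over the list alone, camera adjusted p = 0.000105; adjusted p = 0.256 with an estimated correlation), and tendon genes were lower for 3 of 12 (3 over the list alone, camera adjusted p = 0.214).

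Integrin and adhesion genes were lower for 21 of 31 and higher for 2 (21 lower over the list alone, camera adjusted p = 1.84e-06; adjusted p = 0.273 with an estimated correlation). Sdc4, a heparan sulfate proteoglycan of focal adhesions, changed by -1.66 ± 0.09. Motility genes were lower for 25 of 58 and higher for 7 (27 lower over the list alone, camera adjusted p = 0.000847; adjusted p = 0.328 with an estimated correlation), and S100a4, a calcium-binding protein gene of migrating cells, fell by 3.59 ± 0.30. In the PDGF, FGF and IGF list 14 of 30 were lower and 8 higher (16 lower over the list alone, camera adjusted p = 0.016; adjusted p = 0.256 with an estimated correlation), and Fgfr3, a receptor that restrains chondrocyte growth, fell by 2.81 ± 0.18. Wnt and Hedgehog genes were lower for 10 of 28 and higher for 4 (11 lower over the list alone, camera adjusted p = 0.0526).

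Genes that respond to amino acid shortage and endoplasmic reticulum stress moved in the opposite direction, with 20 of 23 higher and 1 lower in WT_Opti (20 higher over the list alone, camera adjusted p = 6.5e-13; adjusted p = 0.0531 with an estimated correlation). Trib3, a pseudokinase gene induced by ATF4, went from 8.45 to 289.8 CPM (log2 fold change 5.09 ± 0.38, adjusted p = 5.31e-07), and Ddit3, which encodes the stress factor CHOP, rose by 3.91 ± 0.17. Oxidative stress genes were higher for 17 of 25 and lower for 3 (17 higher over the list alone, camera adjusted p = 1.78e-05; adjusted p = 0.103 with an estimated correlation), with the heme-degrading enzyme gene Hmox1 at 209.4 CPM in WT_Norm and 1618 CPM in WT_Opti. Interferon-stimulated genes were higher for 17 of 27 and lower for none (17 higher over the list alone, camera adjusted p = 5e-07; adjusted p = 0.324 with an estimated correlation), for example Ifi44 (2.73 ± 0.25) and the interferon signaling factor gene Irf9 (1.55 ± 0.12). Quiescence genes were higher for 12 of 22 and lower for 6 (12 higher over the list alone, camera adjusted p = 0.113), and Pik3ip1, an inhibitor of PI3 kinase, rose by 1.75 ± 0.09. Chemokine and inflammation genes were lower for 12 of 31 (12 over the list alone, camera adjusted p = 0.00151; adjusted p = 0.256 with an estimated correlation).

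The largest decreases included Cyp26b1, an enzyme gene of retinoic acid breakdown (174.4 against 2.82 CPM), Rgs16, a regulator of G protein signaling (29.05 against 0.939 CPM), and Serpinb2, a protease inhibitor gene (36.34 against 0.9856 CPM). The largest increases included Atp6v0d2, a proton pump subunit gene (1.646 against 39.01 CPM), Ppef1, a phosphatase gene (1.68 against 29.26 CPM), and the carbonic anhydrase gene Car6 (0.8042 against 28.34 CPM). Of 17 genes of NG2/CSPG4, its ligands and partners in signaling and assayed proteins, 12 were lower, 2 higher and 3 not past the threshold (13 lower over the list alone, camera adjusted p = 0.0006; adjusted p = 0.139 with an estimated correlation). The study measured or discussed the products of these genes, so the list is not independent evidence. Pcna, a replication clamp gene, changed by -0.55 ± 0.14 (adjusted p = 0.00624), the growth factor genes Fgf2 by -0.86 ± 0.13 and Pdgfa by -0.97 ± 0.17, Prkca by -0.92 ± 0.12, Itgb1 by -0.43 ± 0.14, Mapk3 by -0.27 ± 0.10 and the receptor gene Pdgfrb by 0.49 ± 0.14. Pdgfra (-0.04 ± 0.16, adjusted p = 0.882), Mtor (-0.35 ± 0.16, adjusted p = 0.0931) and Htra2 (-0.14 ± 0.11, adjusted p = 0.349) were not past the threshold. The value of Gapdh (20.99 against 13.99 CPM) is uncertain because it is very low for this gene, and an assignment of its reads to pseudogene copies was not tested.

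Markers of other cells were read in the same comparison. Mural markers were lower for 6 of 10 and higher for 1 (6 lower over the list alone, camera adjusted p = 0.0156; adjusted p = 0.126 with an estimated correlation), and glial and neuronal markers were lower for 12 of 14 (13 over the list alone, camera adjusted p = 0.00597; adjusted p = 0.324 with an estimated correlation). Adipocyte markers were higher for 2 of 4 (2 over the list alone, camera adjusted p = 0.0227; adjusted p = 0.257 with an estimated correlation). Markers of endothelial cells (6 of 11 lower, 7 over the list alone, camera adjusted p = 0.0712), epithelial cells (5 of 10 lower, 5 over the list alone, 0.293), skeletal muscle (2 of 5 lower, 2 over the list alone, 0.134), lymphoid cells (1 of 3 lower, 1 over the list alone, 0.603), osteoclasts (2 of 8 lower and 1 higher, the same over the list alone, 0.749) and myeloid cells (5 of 19 higher and 1 lower, the same over the list alone, 0.651) did not pass as lists. Endothelial and epithelial markers were most abundant in WT_Norm replicate 2, which held 93.5 CPM of the keratin gene Krt14, 11.9 CPM of Pecam1 and 12.9 CPM of Cdh5. Mitochondrially encoded genes (0 of 13, camera adjusted p = 0.347) and sex-linked genes (0 of 5, camera adjusted p = 0.651) had no member past the threshold. Substrain genes had 1 higher and 1 lower of 5 tested entries, which come from 4 listed genes (camera adjusted p = 0.925), and 7 of 14 neighbors of Cspg4 were higher (8 over the list alone, camera adjusted p = 0.00375; adjusted p = 0.0764 with an estimated correlation).

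**Figure D2:**
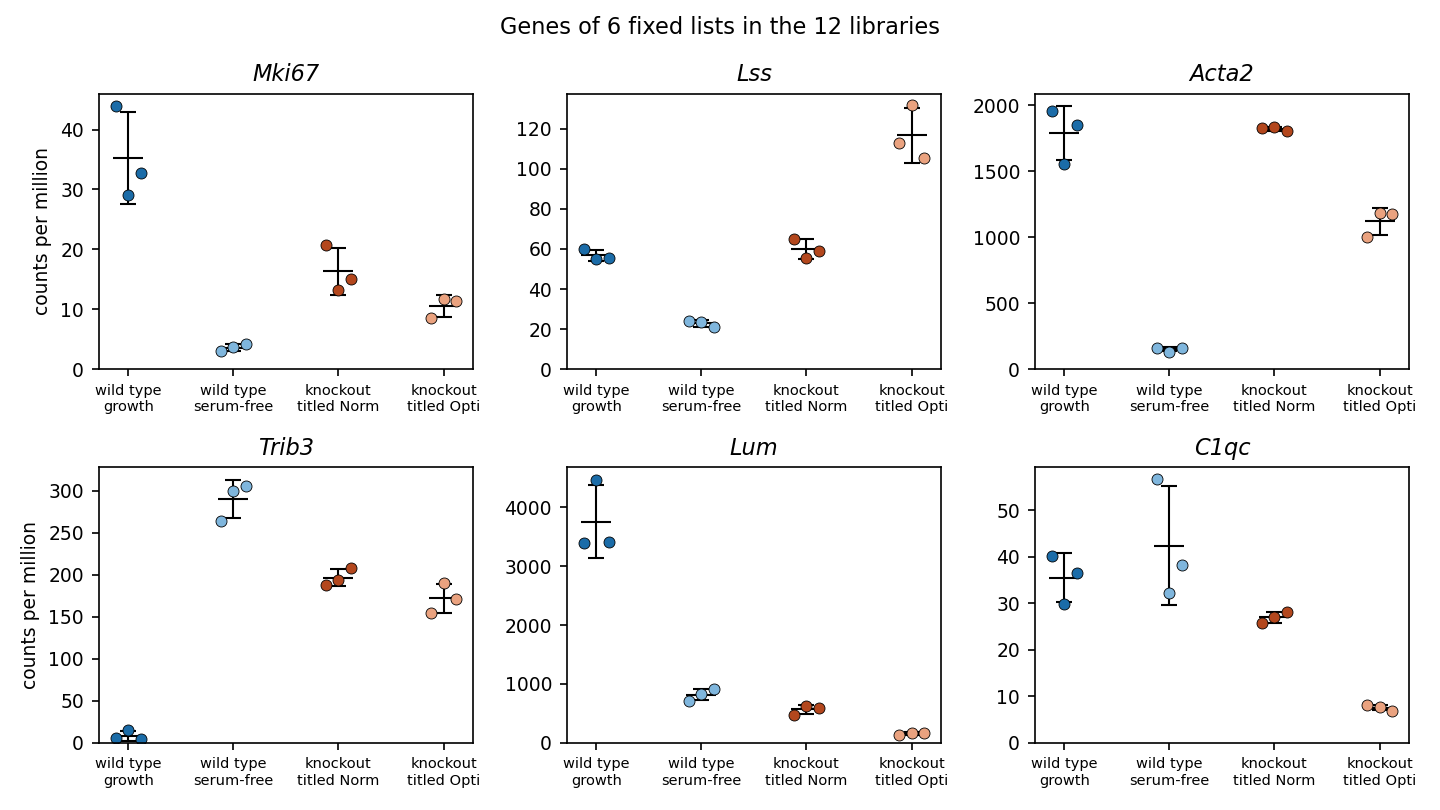
Expression of Mki67, Lss, Acta2, Trib3, Lum and C1qc in each library, with the mean and SD of each group.

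Knockout cells had lower expression of many fibrous matrix, collagen VI, Wnt pathway and growth factor genes when both media were averaged, and higher expression of cholesterol synthesis and amino acid stress genes. With an estimated correlation between genes 0 of 35 lists passed, with adjusted p = 0.427 for fibrillar matrix, 0.585 for collagen VI and basement membrane and 0.187 for Wnt and Hedgehog, for PDGF, FGF and IGF, for cholesterol synthesis and for amino acid stress genes. The average of the amino acid stress genes came from Norm, since in Opti they were lower for 7 of 23 and higher for 2. Of 19118 genes, 6491 differed between knockout and wild type cells, 3437 higher and 3054 lower, and 1663 of them changed at least 2-fold, 490 higher and 1173 lower. With Y-linked expression as a covariate 714 genes were called, 595 of them with the same sign as before. This comparison is the same under either reading of the knockout labels. On the deposited FPKM values 68% of the genes called were higher in knockout cells, against 53% on counts.

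Of 28 genes of the fibrillar matrix 16 were lower in knockout cells, 6 higher and 6 not past the threshold (18 lower over the list alone, camera adjusted p = 6.72e-05; adjusted p = 0.427 with an estimated correlation). Lum fell by 2.55 ± 0.11 log2 units (adjusted p = 1.28e-08), and Dcn, which encodes the collagen-binding proteoglycan decorin, averaged 2110 and 1476 CPM in WT_Norm and WT_Opti against 711.1 and 293.2 CPM in KO_Norm and KO_Opti. Of 16 collagen VI and basement membrane genes 6 were lower and none higher (7 lower over the list alone, camera adjusted p = 0.00492; adjusted p = 0.585 with an estimated correlation). The collagen VI chain genes Col6a1 (-1.15 ± 0.10, adjusted p = 3.43e-06), Col6a2 (-1.20 ± 0.10, adjusted p = 1.33e-06) and Col6a3 (-0.59 ± 0.17, adjusted p = 0.0156), whose protein is a ligand of NG2/CSPG4, were all lower. Tendon genes were lower for 9 of 12 and higher for 2 (9 lower over the list alone, camera adjusted p = 0.00236; adjusted p = 0.222 with an estimated correlation). The tendon transcription factor gene Mkx differed by -1.15 ± 0.11 and the matricellular gene Thbs4 by 2.13 ± 0.09. Of 25 cartilage genes 11 were lower and 5 higher (12 lower over the list alone, camera adjusted p = 0.0195; adjusted p = 0.407 with an estimated correlation), where Pth1r, the receptor for parathyroid hormone-related protein, fell by 1.45 ± 0.10 and the lubricin gene Prg4 rose by 2.10 ± 0.12. Bone genes were lower for 9 of 16 and higher for 4 (10 lower over the list alone, camera adjusted p = 0.0469; adjusted p = 0.424 with an estimated correlation), including Alpl, the alkaline phosphatase of mineralizing cells (-2.26 ± 0.14), and the bone sialoprotein gene Ibsp (-3.83 ± 0.33). Matrix proteases and their inhibitors were lower for 14 of 31 and higher for 8 (15 lower over the list alone, camera adjusted p = 0.12). The plasminogen activator gene Plat differed by -1.77 ± 0.08.

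Wnt and Hedgehog genes were lower for 18 of 28 and higher for 5 (18 lower over the list alone, median -0.73, camera adjusted p = 6.03e-05; adjusted p = 0.187 with an estimated correlation), among them the secreted Wnt modulators Sfrp2 (-2.40 ± 0.12) and Wif1 (-3.11 ± 0.25). In the PDGF, FGF and IGF list 16 of 30 were lower and 6 higher (19 lower over the list alone, camera adjusted p = 0.000852; adjusted p = 0.187 with an estimated correlation), and Vegfd, a growth factor gene, fell by 1.49 ± 0.08. The PDGF receptors moved apart, with Pdgfra at -0.75 ± 0.12 (adjusted p = 0.000282) and Pdgfrb at 0.87 ± 0.10 (adjusted p = 3.4e-05). Quiescence genes were lower for 15 of 22 and higher for 1 (16 lower over the list alone, camera adjusted p = 1.5e-05; adjusted p = 0.187 with an estimated correlation), for example the growth arrest gene Gas6 (-0.94 ± 0.08) and the stress sensor gene Sesn1 (-0.74 ± 0.07). Motility genes were called in opposite directions, 20 of 58 higher and 17 lower (21 and 19 over the list alone, camera adjusted p = 0.811). The study displayed migration terms for these samples, so this list is not independent evidence. The guidance receptor gene Robo2 differed by -2.06 ± 0.13 and the ephrin gene Efnb1 by -1.05 ± 0.08. Integrin and adhesion genes were lower for 10 of 31 and higher for 4 (10 lower over the list alone, camera adjusted p = 0.12), and Icam1, a ligand of leukocyte integrins, fell by 2.03 ± 0.14 whereas the laminin receptor gene Itga7 rose by 1.28 ± 0.09. By title Itga7 had 33.9 to 42.7 CPM in KO_Norm against 6.1 to 8.1 CPM in WT_Norm, but overlapped in Opti (22.8 to 26.5 CPM in KO_Opti, 21.4 to 25.9 CPM in WT_Opti). TGF-beta and BMP genes were higher for 11 of 30 and lower for 9 (12 and 9 over the list alone, median -0.09 and mean 0.13, camera adjusted p = 0.633).

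Cholesterol synthesis genes were higher in knockout cells for 23 of 25 and lower for 1 (23 higher over the list alone, camera adjusted p = 6.39e-13; adjusted p = 0.187 with an estimated correlation). The sterol cyclase gene Lss differed by 1.21 ± 0.07, with means of 56.8 and 22.89 CPM in WT_Norm and WT_Opti and of 59.85 and 116.7 CPM in KO_Norm and KO_Opti. By title the averages combine opposite differences in the media, as given below, whereas the treatment entry gave list medians of 0.25 in Norm and 1.29 in Opti. The study displayed this theme for the same samples, so the theme is not independent evidence. Amino acid and endoplasmic reticulum stress genes were higher for 16 of 23 and lower for 2 (16 higher over the list alone, camera adjusted p = 1.33e-08; adjusted p = 0.187 with an estimated correlation), including the one-carbon enzymes Shmt2 (1.08 ± 0.06) and Mthfd2 (0.95 ± 0.06). Contractile genes were higher for 9 of 16 and lower for 2 (9 and 4 over the list alone, median 0.51 and mean -0.01, camera adjusted p = 0.00591; adjusted p = 0.26 with an estimated correlation). Acta2 differed by 1.46 ± 0.08. This average came from Opti, since in Norm contractile genes were lower for 8 of 16 and higher for none (9 lower over the list alone, median -0.44, camera adjusted p = 0.000443; adjusted p = 0.132 with an estimated correlation). Fatty acid synthesis genes were higher for 8 of 16 (9 over the list alone, camera adjusted p = 0.0205; adjusted p = 0.524 with an estimated correlation). Cell cycle genes (7 higher and 8 lower of 42, the same over the list alone, camera adjusted p = 0.946), immediate early genes (12 higher and 8 lower of 27, 12 and 9 over the list alone, 0.262), oxidative stress genes (11 higher and 5 lower of 25, 15 and 5 over the list alone, 0.0939), interferon-stimulated genes (3 higher and 4 lower of 27, the same over the list alone, 0.244) and chemokine and inflammation genes (5 higher and 10 lower of 31, the same over the list alone, 0.262) did not pass as lists.

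In the list of NG2/CSPG4 and its partners 7 of 17 were lower and 4 higher (7 lower and 5 higher over the list alone, camera adjusted p = 0.297). This list is not independent evidence, as said above. Fgf2 (-0.40 ± 0.09) and Pdgfa (-0.50 ± 0.12) were lower, and the protease gene Htra2 (0.58 ± 0.08) and Actb (0.58 ± 0.09) were higher. By title Actb was lower in KO_Norm than in WT_Norm (1296 to 1545 against 1718 to 2287 CPM) and higher in KO_Opti than in WT_Opti (1148 to 1353 against 371 to 407 CPM). By title Fgf2 was lower in Norm (18.6 to 24.3 against 36.4 to 46.3 CPM) but not in Opti (24.3 to 29.7 against 20.6 to 24.4 CPM). Itgb1 (0.07 ± 0.10), Prkca (0.20 ± 0.09), Mapk3 (-0.04 ± 0.07), Mtor (0.22 ± 0.11) and Pcna (-0.13 ± 0.10) were not past the threshold, with adjusted p from 0.0845 for Prkca to 0.711 for Mapk3. Gapdh (0.44 ± 0.10) is uncertain for the reason given above. The largest differences included Cpz, a carboxypeptidase gene that acts on Wnt ligands (119 and 101.4 CPM in WT_Norm and WT_Opti against 9.539 and 1.931 CPM in KO_Norm and KO_Opti), the dermatopontin gene Dpt (-3.87 ± 0.24) and the sodium-calcium exchanger gene Slc8a3 (-3.69 ± 0.24), which were lower. The water channel gene Aqp5 (2.69 ± 0.10, adjusted p = 3.68e-09), the R-spondin receptor gene Lgr6 (3.03 ± 0.15) and Nos1, a nitric oxide synthase gene (3.11 ± 0.22), were higher.

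Of 19 myeloid markers 17 were lower in knockout cells and none was higher (18 lower over the list alone, camera adjusted p = 6.98e-10; adjusted p = 0.26 with an estimated correlation). By title only 3 of them were lower in Norm and 1 was higher (the same over the list alone, camera adjusted p = 0.0631), so by title the average came mainly from Opti. With the treatment entry the median in Opti was -0.59 in place of -2.11, so the medium that the average came from depends on the labels. The complement gene C1qc differed by -1.44 ± 0.13. Mural markers were lower for 6 of 10 (7 over the list alone, camera adjusted p = 0.00614; adjusted p = 0.187 with an estimated correlation). Markers of osteoclasts (4 of 8 lower, 4 over the list alone, camera adjusted p = 0.0904), endothelial cells (5 of 11 lower and 1 higher, 8 lower over the list alone, 0.381), epithelial cells (0 of 10, 0.319), skeletal muscle (1 higher and 1 lower of 5, 0.682), adipocytes (2 of 4 lower, 0.252), glia and neurons (1 of 14 lower, 0.252) and lymphoid cells (1 of 3 lower, 0.262) did not pass as lists. Mitochondrially encoded genes were higher for 12 of 13 (12 over the list alone, camera adjusted p = 0.000517; adjusted p = 0.524 with an estimated correlation). The complex I gene mt-Nd5 differed by 0.86 ± 0.19. Their share of all counts was 2.20% to 5.90% in KO_Opti and 1.43% to 2.99% in KO_Norm, against 1.31% to 1.59% in wild type libraries. The Y-linked genes Kdm5d (1.03 ± 0.10) and Ddx3y (0.82 ± 0.14) were higher in knockout cells, and sex-linked genes were higher for 4 of 5 and lower for 1 (the same over the list alone, camera adjusted p = 0.0241; adjusted p = 0.407 with an estimated correlation). Of 5 substrain entries, which come from 4 listed genes, 2 were higher and 1 was lower (the same over the list alone, camera adjusted p = 0.629). Wdfy1, an adaptor gene of Toll-like receptor signaling, differed by 2.38 ± 0.08. Of 14 neighbors of Cspg4 6 were higher (7 over the list alone, camera adjusted p = 0.12).

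**Figure D3:**
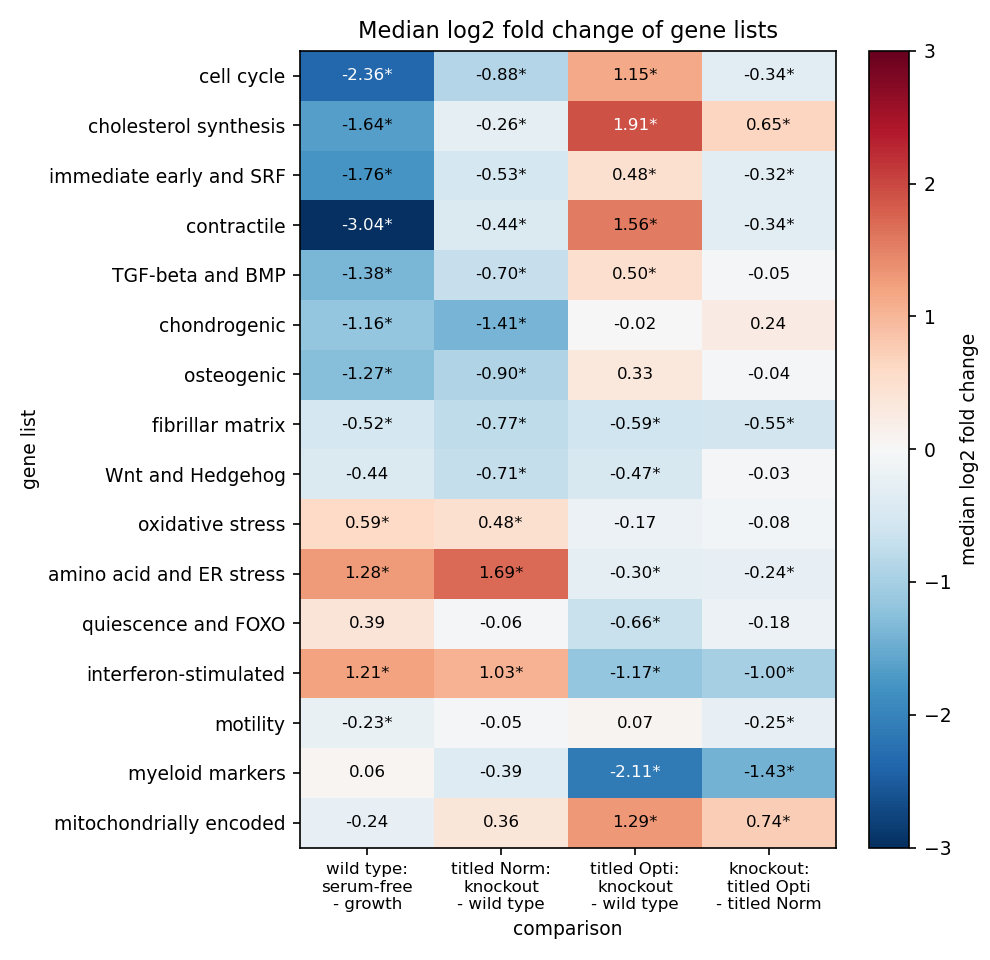
Median log2 fold change of 16 gene lists in 4 comparisons, where an asterisk marks an adjusted p under 0.05 with the preset correlation.

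Knockout cells titled Norm expressed fewer transcripts for cell division, cartilage and bone matrix and TGF-beta signaling than wild type cells in growth medium. Transcripts for stress and interferon genes were higher in these knockout cells. With the treatment entry the interferon-stimulated genes did not pass as a list (camera adjusted p = 0.626). With an estimated correlation between genes 0 of 35 lists passed, and the smallest adjusted p was 0.0769. Between KO_Norm and WT_Norm 6896 genes differed, 3615 higher and 3281 lower, and 2610 changed at least 2-fold, 753 higher and 1857 lower. When the treatment entry was used to choose the knockout libraries, 7944 genes differed, 4072 higher and 3872 lower, and 4805 were shared with the same sign. On the deposited FPKM values 69.3% of the genes called were higher, against 52.4% on counts. With Y-linked expression as a covariate 656 of the 6896 genes kept their call and sign, and 4 were called with the opposite sign.

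Cell cycle genes were lower in KO_Norm for 33 of 42 and higher for none (35 lower and 1 higher over the list alone, median -0.88, camera adjusted p = 6.27e-11; adjusted p = 0.354 with an estimated correlation). Ccnd1 differed by -1.06 ± 0.09 and the replication factor gene Cdc45 by -1.37 ± 0.16. Cholesterol synthesis genes were lower for 10 of 25 (11 over the list alone, camera adjusted p = 0.000804; adjusted p = 0.437 with an estimated correlation). With the treatment entry the median of this list was 0.25 in place of -0.26. By title, Hmgcs1, an early enzyme gene of this synthesis, differed by -0.83 ± 0.12. Cartilage genes were lower for 14 of 25 and higher for 2 (15 lower over the list alone, median -1.41, camera adjusted p = 7.59e-06; adjusted p = 0.116 with an estimated correlation). Col11a2, a minor cartilage collagen gene, went from 123.7 CPM in WT_Norm to 4.932 CPM in KO_Norm, and Pth1r fell by 2.31 ± 0.14. Bone genes were lower for 10 of 16 and higher for 4 (10 lower over the list alone, camera adjusted p = 0.00372; adjusted p = 0.25 with an estimated correlation), where Ibsp had 872.2 CPM in WT_Norm and 15.36 CPM in KO_Norm and Sp7 fell by 2.36 ± 0.14. Fibrillar matrix genes were lower for 16 of 28 and higher for 3 (17 lower over the list alone, camera adjusted p = 0.000222; adjusted p = 0.437 with an estimated correlation), including the elastin gene Eln (-3.90 ± 0.24). Col6a1 (4493 CPM in WT_Norm and 2253 CPM in KO_Norm) and Col6a2 (-1.01 ± 0.13) were lower here too.

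Amino acid and endoplasmic reticulum stress genes were higher in KO_Norm for 19 of 23 and lower for 2 (20 higher over the list alone, median 1.69, camera adjusted p = 1.25e-14; adjusted p = 0.0769 with an estimated correlation). Phgdh, the first enzyme of serine synthesis, differed by 2.27 ± 0.11 and Trib3 by 4.53 ± 0.37. Oxidative stress genes were higher for 14 of 25 and lower for 2 (16 higher over the list alone, camera adjusted p = 4.01e-05; adjusted p = 0.116 with an estimated correlation). Hmox1 differed by 2.25 ± 0.13. Interferon-stimulated genes were higher for 16 of 27 (16 over the list alone, camera adjusted p = 0.000508; adjusted p = 0.551 with an estimated correlation). Ifi44 differed by 2.48 ± 0.25. TGF-beta and BMP genes were lower for 14 of 30 and higher for 5 (15 lower over the list alone, camera adjusted p = 0.000305; adjusted p = 0.116 with an estimated correlation). Among Wnt and Hedgehog genes 17 of 28 were lower (17 over the list alone, camera adjusted p = 9.98e-05; adjusted p = 0.116 with an estimated correlation), and the Wnt antagonist gene Frzb went from 26.4 to 0.7127 CPM. Xist, which is expressed from the inactive X chromosome of female cells, was also lower in KO_Norm (log2 fold change -2.00 ± 0.29, adjusted p = 0.0002), with means of 188.3 CPM in WT_Norm, 247.7 CPM in WT_Opti, 47.25 CPM in KO_Norm and 342.9 CPM in KO_Opti. Xist differed by 0.87 instead with the treatment entry. Mural markers were lower in KO_Norm for 6 of 10 (8 over the list alone, camera adjusted p = 0.000305; adjusted p = 0.0769 with an estimated correlation), glial and neuronal markers for 10 of 14 (10 over the list alone, camera adjusted p = 0.0128; adjusted p = 0.437 with an estimated correlation; median -1.87, and 1.84 with Y-linked expression as a covariate), and endothelial markers for 9 of 11 with 1 higher (the same over the list alone, camera adjusted p = 0.122). Endothelial markers were most abundant in WT_Norm replicate 2, as given above, whereas the neuronal genes Stmn2 (24.1 CPM) and Tubb3 (64.7 CPM) were most abundant in WT_Norm replicate 3. Read by the treatment entry, the medians in Norm were -1.27 for cell cycle, -1.10 for cartilage, -0.78 for bone, 1.31 for amino acid stress and 0.17 for interferon-stimulated genes (camera adjusted p = 0.626 for the last).

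Knockout cells titled Opti had higher expression of many sterol, contractile and cell cycle genes than wild type cells in Opti, and lower expression of many interferon, quiescence and myeloid genes. With an estimated correlation between genes 3 of 35 lists passed, the contractile, TGF-beta and BMP and quiescence genes, whereas cholesterol synthesis (adjusted p = 0.0546), cell cycle (adjusted p = 0.436), interferon-stimulated (adjusted p = 0.355) and myeloid genes (adjusted p = 0.253) did not. Between KO_Opti and WT_Opti 5395 genes differed, 2539 higher and 2856 lower, and 2124 changed at least 2-fold, 1025 higher and 1099 lower. When the treatment entry was used, 4514 genes differed, 2405 higher and 2109 lower, and 2610 were shared with the same sign. On the deposited FPKM values 56.8% of the genes called were higher in KO_Opti, against 47.1% on counts. With Y-linked expression as a covariate 2720 of the 5395 genes kept their call and sign.

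Cholesterol synthesis genes were higher in KO_Opti for 24 of 25 and lower for 1 (the same over the list alone, median 1.91, camera adjusted p = 5.86e-24; adjusted p = 0.0546 with an estimated correlation). The study displayed cholesterol synthesis among its enriched terms for these samples, so this list is not independent evidence of its direction. Fatty acid synthesis genes were higher for 9 of 16 and lower for 2 (the same over the list alone, camera adjusted p = 0.000195; adjusted p = 0.352 with an estimated correlation). Contractile genes were higher for 13 of 16 (13 over the list alone, median 1.56, camera adjusted p = 3.54e-11; adjusted p = 0.0407 with an estimated correlation). Acta2 differed by 2.89 ± 0.12 and Myl9 by 2.34 ± 0.13. TGF-beta and BMP genes were higher for 17 of 30 and lower for 5 (21 higher over the list alone, camera adjusted p = 6.84e-06; adjusted p = 0.0407 with an estimated correlation). Id3, an immediate target of BMP signaling, differed by 3.55 ± 0.20. Immediate early genes were higher for 14 of 27 and lower for 2 (15 higher over the list alone, camera adjusted p = 9.63e-06; adjusted p = 0.253 with an estimated correlation), and Ccn2, a matricellular growth factor gene, averaged 19.93 CPM in WT_Opti and 530.8 CPM in KO_Opti. Cell cycle genes were higher for 32 of 42 and lower for 3 (33 higher over the list alone, median 1.15, camera adjusted p = 2.62e-08; adjusted p = 0.436 with an estimated correlation), including the cyclin genes Ccna2 (1.90 ± 0.22) and Ccnb1 (1.99 ± 0.24).

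Quiescence genes were lower in KO_Opti for 14 of 22 and higher for 1 (14 lower over the list alone, camera adjusted p = 2.53e-06; adjusted p = 0.0407 with an estimated correlation). By title Txnip, which limits glucose uptake, differed by -3.38 ± 0.17. In KO_Norm, the libraries that the treatment entry places in Opti, Txnip had 118.3 to 165.2 CPM. That range overlapped WT_Opti (140.5 to 165.0 CPM), so this difference depends on the labels. Interferon-stimulated genes were lower for 19 of 27 and higher for none (19 over the list alone, median -1.17, camera adjusted p = 6.49e-09; adjusted p = 0.355 with an estimated correlation), such as Xaf1 (-1.32 ± 0.16) and the GTPase gene Gbp2 (-1.17 ± 0.16). Myeloid markers were lower for 18 of 19 (18 over the list alone, median -2.11, camera adjusted p = 1.81e-11; adjusted p = 0.253 with an estimated correlation), with C1qc at 42.42 CPM in WT_Opti and 7.527 CPM in KO_Opti. Terms on myeloid cells were likewise displayed by the study, so these markers are not independent evidence either. Fibrillar matrix genes were lower for 13 of 28 and higher for 6 (14 lower over the list alone, camera adjusted p = 0.0045; adjusted p = 0.602 with an estimated correlation). Their median was -0.59, and 0.02 with the treatment entry. Dcn differed by -2.33 ± 0.13 and the collagen V gene Col5a3 by -1.99 ± 0.10. Col6a1 (-1.30 ± 0.14) and Col6a2 (-1.39 ± 0.14) were lower, and Acan (3.81 ± 0.32) and Prg4 (2.15 ± 0.18) were higher than in WT_Opti. Mitochondrially encoded genes were higher for 13 of 13 (13 over the list alone, camera adjusted p = 9.63e-06; adjusted p = 0.436 with an estimated correlation), and their share was largest in KO_Opti replicate 1, at 5.90%. Amino acid and endoplasmic reticulum stress genes were lower for 7 of 23 and higher for 2 (8 lower over the list alone, median -0.30, camera adjusted p = 0.0462; adjusted p = 0.554 with an estimated correlation), and their median was -0.11 with the treatment entry. With that entry the medians in Opti were 1.29 for cholesterol synthesis, 1.70 for contractile, 1.46 for cell cycle, -0.36 for quiescence, -0.39 for interferon-stimulated and -0.59 for myeloid genes. Read that way, Gbp2 overlapped between knockout and wild type libraries (15.4 to 23.1 against 20.5 to 21.6 CPM). Col5a3 was only slightly lower (154.2 to 201.7 against 202.1 to 225.9 CPM). Xaf1 (16.0 to 24.6 against 26.0 to 30.2 CPM) and Dcn (639.2 to 761.0 against 1336 to 1616 CPM) stayed lower. By title Crabp1, a retinoic acid-binding protein gene, had 14.66 CPM in WT_Opti and 0.7264 CPM in KO_Opti, against 9.805 CPM in KO_Norm.

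By title, the medium response of knockout cells was smaller than that of wild type cells, with a standard deviation of the log2 fold changes of 0.97 against 1.22. The medians of the cell cycle, immediate early, contractile, matrix, protease, integrin and motility lists were below 0 in both genotypes, with the counts of knockout cells given below, whereas the medians of cholesterol synthesis, amino acid stress and interferon-stimulated genes had opposite signs. With an estimated correlation between genes 0 of 35 lists passed for the knockout response. Between KO_Opti and KO_Norm 3709 genes differed, 1604 higher and 2105 lower, and 1227 changed at least 2-fold, 751 higher and 476 lower. With the treatment entry the same genes turn around, 2105 higher and 1604 lower in the serum-free medium, and all list medians below change their sign. Leaving out 1 library gave as few as 2091 genes. On the deposited FPKM values 71% of the genes called were higher in KO_Opti, against 43.2% on counts. Cholesterol synthesis genes were higher in KO_Opti for 20 of 25 and lower for 1 (the same over the list alone, camera adjusted p = 2.31e-12; adjusted p = 0.443 with an estimated correlation). Fibrillar matrix genes were lower for 16 of 28 and higher for 1 (17 lower over the list alone, camera adjusted p = 4.62e-08; adjusted p = 0.443 with an estimated correlation), and integrin and adhesion genes were lower for 17 of 31 and higher for 1 (17 lower over the list alone, camera adjusted p = 1.07e-06; adjusted p = 0.443 with an estimated correlation). Collagen VI and basement membrane genes were lower for 10 of 16 (11 over the list alone, camera adjusted p = 1.06e-05), matrix proteases for 10 of 31 with 1 higher (13 lower over the list alone, camera adjusted p = 0.000861), motility genes for 17 of 58 with 2 higher (22 lower over the list alone, camera adjusted p = 0.000981), immediate early genes for 10 of 27 with 2 higher (11 lower over the list alone, camera adjusted p = 0.00193) and contractile genes for 6 of 16 with 2 higher (the same over the list alone, camera adjusted p = 0.0402), and these 5 lists had an adjusted p from 0.443 to 0.508 with an estimated correlation. Amino acid stress genes were lower for 6 of 23 and higher for 1 (9 lower over the list alone, camera adjusted p = 0.000639; adjusted p = 0.443 with an estimated correlation), and interferon-stimulated genes for 10 of 27 (16 over the list alone, camera adjusted p = 9.4e-05; adjusted p = 0.613 with an estimated correlation). Cell cycle genes were lower for 9 of 42 and higher for none (10 lower over the list alone, median -0.34, camera adjusted p = 0.000921; adjusted p = 0.7 with an estimated correlation), and myeloid markers for 17 of 19 (18 over the list alone, camera adjusted p = 1.86e-10; adjusted p = 0.443 with an estimated correlation). Mitochondrially encoded genes were higher in KO_Opti for 2 of 13 (2 over the list alone, camera adjusted p = 0.000981; adjusted p = 0.613 with an estimated correlation). Sex-linked genes also separated the knockout groups, with Xist at 47.25 CPM in KO_Norm and 342.9 CPM in KO_Opti and Y-linked means of 4.68 to 4.89 log2 CPM in KO_Norm and 4.08 to 4.24 in KO_Opti.

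Across 19118 genes the medium responses of the genotypes had a Pearson correlation of 0.019 and a Spearman correlation of 0.04, where genes are not independent replicates. Of 1925 genes called in both responses 1161 (60.3%) moved in the same direction and 764 in opposite directions. Lower in both were 805 genes, against 412 for independent lists, and higher in both 356, against 325. The interaction of genotype and medium was past the threshold for 6007 genes, 2750 with a higher and 3257 with a lower response in knockout cells, and 3311 of them differed at least 2-fold, 1925 higher and 1386 lower. With the treatment entry the correlation only changes its sign, to -0.019, and the interaction counted 6635 genes, 3293 higher and 3342 lower. The response was higher in knockout cells for 38 of 42 cell cycle genes and lower for 1 (39 and 2 over the list alone, camera adjusted p = 5.53e-16; adjusted p = 0.223 with an estimated correlation), for 22 of 25 cholesterol synthesis genes and lower for 1 (23 and 1 over the list alone, camera adjusted p = 5.73e-21; adjusted p = 0.0744 with an estimated correlation), and for 14 of 16 contractile genes (15 over the list alone, camera adjusted p = 1.06e-13; adjusted p = 0.0256 with an estimated correlation). It was lower for 19 of 23 amino acid and endoplasmic reticulum stress genes and higher for 1 (the same over the list alone, camera adjusted p = 9.01e-16; adjusted p = 0.0376 with an estimated correlation) and for 22 of 27 interferon-stimulated genes (23 over the list alone, camera adjusted p = 2.66e-10; adjusted p = 0.333 with an estimated correlation). The size of these differences depended on the labels, since the medians of the interaction went from -2.09 by title to -0.45 by the treatment entry for interferon-stimulated, from -1.57 to -0.87 for amino acid stress, from 2.11 to 1.12 for cholesterol synthesis, from 1.97 to 2.75 for cell cycle and from 1.99 to 3.20 for contractile genes. Mki67 averaged 16.36 ± 3.94 CPM in KO_Norm and 10.54 ± 1.79 CPM in KO_Opti.

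**Figure D4:**
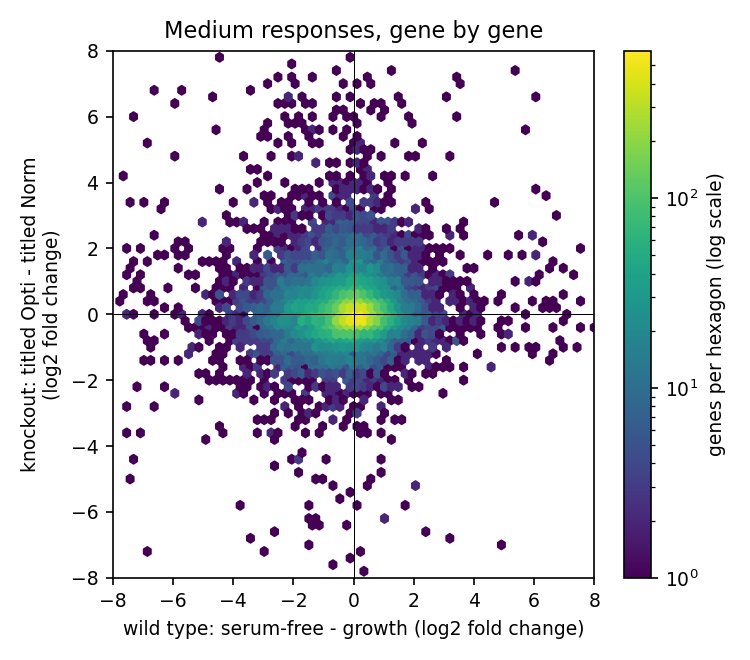
Medium response (Opti against Norm, log2 fold change) of each gene in wild type cells and in knockout cells. The axes end at 8, which leaves 26 of 19118 genes outside.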

Values the study reported

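For knockout against control cells kept in serum, the study reported a -log10 FDR of about 16 with 200 genes for the term on regulation of cell migration. In the same setting the cell migration term stood at 24 with 300 genes, and the cell motility term at 16 with 300 genes. After serum starvation the cell migration and cell motility terms each stood at a -log10 FDR of 4 with 200 genes.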

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

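The wild type response to the medium differed from that of knockout cells for 6007 genes, 31.4% of those tested, by the interaction of genotype and medium. It also differed for 39 of the 51 genes examined in the wild type comparison. Apart from the genes the study measured or discusses, these were chosen for their change in wild type cells, which is part of the interaction. A high share among them was therefore built in and is not further evidence. The tests of WT_Norm replicate 2, of noise, of the substrain genes, of sex and of the depth of KO_Opti were chosen only after the results had been seen. The interaction values below are log2 differences, knockout response minus wild type response. The response was higher in knockout cells for Pcna (0.71), Actb (2.27), Fgf2 (1.21), Prkca (0.61), Gapdh (0.73, uncertain because of its low level), Ccnd1 (1.51), Mki67 (2.65), Fads2 (1.87), Scd1 (1.65), Ccn1 (4.41), Srf (2.61), Acta2 (2.87), Myl9 (2.96), Lox (1.33), Hapln1 (2.93), Acan (5.98), Sp7 (2.78), Sdc4 (1.85), S100a4 (2.81), Fgfr3 (3.30), Myh11 (4.56), Krt14 (9.24), Cyp26b1 (5.90), Serpinb2 (2.56), Cnn1 (4.12) and Rgs16 (3.15). It was lower in knockout cells for Mapk3 (-0.50), Hmox1 (-3.78), Srxn1 (-1.68), Ddit3 (-3.82), Chac1 (-3.87), Pik3ip1 (-2.13), Irf9 (-1.55), Ifi44 (-2.88), Atp6v0d2 (-6.18), Trib3 (-5.28), Car6 (-5.75), Hsd17b1 (-5.11) and Ppef1 (-4.52). WT_Norm replicate 2 held 93.5 CPM of Krt14, a keratin whose mean in WT_Opti was 0.09514 CPM.

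The medium responses of wild type and knockout cells were hardly correlated across genes (0.019), although 805 genes were lower in both against 412 for independent lists, and without WT_Norm replicate 2, which held markers of other cells, the value was 0.02, which argues against that library as the cause. Noise of the fold changes alone is argued against for the genes with a called interaction, 6007 by title and 6635 with the treatment entry. Of the genes called in both responses 60.3% shared their direction. The 95% interval of that share, 58.1% to 62.5%, treats genes as independent and does not measure the spread between libraries. Of 100 regroupings within the titled media 2 reached the interaction count, with 6007 genes in the real grouping and 6491 in the highest other. The highest other exchanges the genotypes in a single medium, which turns the interaction into the comparison of the genotypes over both media. The remaining regroupings mix groups that differ, which widens the spread within groups, so these counts cannot exclude chance. Exchanging the media of the knockout libraries only changes the sign of the correlation, so exchanged labels and a biological difference in how knockout cells respond to the medium both stay open. A different sex mix of the knockout groups stays open as well, since Xist ranged from 33.3 to 58.7 CPM in KO_Norm and from 216.9 to 449.5 CPM in KO_Opti. Y-linked means did not overlap either (4.68 to 4.89 against 4.08 to 4.24 log2 CPM). With Y-linked expression as a covariate 2995 of the 6007 interaction genes kept their call and sign. By title cell cycle genes were lower in KO_Opti for 9 of 42 and higher for none (median -0.34, and 0.34 with the treatment entry) and Mki67 went from 16.36 to 10.54 CPM. The study described less proliferation, measured as PCNA protein, after serum starvation in knockout cells too, the direction of the titles. By title Pcna RNA in knockout cells had a log2 fold change of 0.15, the other direction. The cell cycle list did not pass with an estimated correlation, and the labels were not settled by these values.

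Knockout and wild type cells differed in 6491 genes over both media, and 1 of 100 regroupings, the real grouping, reached that number. The highest other, with 6007 genes, was the interaction in another form, and the remaining regroupings mixed groups that differ. These counts therefore cannot exclude chance. Calls were not concentrated near Cspg4, since genes within 10 Mb of it on chromosome 9 had an odds ratio of 1.01 for a call (95% interval 0.76 to 1.35). There 34.2% of genes were called, against 33.9% elsewhere. This test cannot judge a few linked variants, or linked variants that act on distant genes. A difference in genetic background other than Cspg4 cannot be told apart from the loss of Cspg4. Of 5 tested entries of 4 genes reported to differ between C57BL/6 substrains, 3 were called, Wdfy1 the most (2.38 log2 units). The list did not pass in camera (adjusted p = 0.629), which looks for a shared direction, whereas fry gave an adjusted p of 0.000439, and of 1.04e-05 for mixed directions. With Y-linked expression as a covariate 714 genes were called, and 595 of the 6491 kept their call and sign, but the median absolute log2 fold change of the 6491 went only from 0.55 to 0.51, 86.8% kept their direction, the standard errors grew 2.76 times and Y-linked expression separated the genotypes (highest wild type 3.84, lowest knockout 4.08), so the sex of the pups and the genotype cannot be told apart. The loss of NG2/CSPG4 itself stays open beside linked variants, background and sex, and these libraries were not able to separate them.

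Myeloid markers were lower in KO_Opti than in WT_Opti for 18 of 19, and the median log2 fold change was -2.11. The quartiles of the markers ran from -2.28 to -1.80. Lower depth is argued against, because KO_Opti libraries had 105.5% of the mean count of WT_Opti. With the treatment entry the libraries compared are those titled Norm, where C1qc had 27.01 CPM against 7.527 CPM in KO_Opti, the median difference from WT_Opti was -0.59 and the median of the interaction turned to 1.47, so the size of the pattern depends on the labels. Fewer myeloid cells in the KO_Opti cultures and lower expression within such cells both stay open, and no test here separates them.

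For comparisons of single groups there are only 10 regroupings of the 6 libraries, too few for a share under 0.05. The real grouping gave 1 of 10 in each case, with 7616 genes and at most 1 in any other grouping for WT_Opti against WT_Norm, 6896 and 0 for KO_Norm against WT_Norm, 5395 and 1 for KO_Opti against WT_Opti, and 3709 and 1 for KO_Opti against KO_Norm. The other groupings all mix groups that differ, which widens the spread within groups. Low counts in them follow from that mixing, so these counts cannot exclude chance either.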

How the results depend on the processing

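Most counts of genes stayed within 1.5 times of the principal value, and the cause of the changes given here was not tested. Leaving out each library in turn gave 6042 to 7858 genes for WT_Opti against WT_Norm, 5422 to 6331 for the genotypes over both media, 5264 to 7051 for KO_Norm against WT_Norm, 4031 to 5988 for KO_Opti against WT_Opti, 2091 to 4232 for KO_Opti against KO_Norm, and 4816 to 6087 for the interaction. Leaving out the 3 libraries with unusual transcripts together, an alternative added after the data were seen, gave 1990 genes for KO_Opti against KO_Norm. The log2 fold change of Cspg4 ran from -3.84 to -3.67 with a library left out, and the correlation of the medium responses from -0.028 to 0.035 (-0.019 with the treatment entry of the labels, which only changes the sign), so its sign is not fixed. With the replicate number as a block the counts were 7277, 6260, 6478, 5203, 3528 and 5760 in the same order of comparisons. A 2-fold minimum change left 3191, 1663, 2610, 2124, 1227 and 3311 genes. With Y-linked expression as a covariate 714 genes were called for the genotypes over both media (595 of them also called without it and with the same sign), 787 for KO_Norm against WT_Norm (656, and 4 more with the opposite sign), 3405 for KO_Opti against WT_Opti (2720), 1962 for KO_Opti against KO_Norm (1451) and 3438 for the interaction (2995). That covariate also turned the sign over both media of Itgb1 (-0.25), Prkca (-0.075), Mapk3 (0.30), Mtor (-0.10), Pdgfa (0.22) and Ddx3y (-0.27), and the medians of the sex-linked list (-0.21 over both media, -0.21 in Norm, -0.13 in Opti) and of the glial and neuronal list in Norm (1.84). For the interaction the median of the glial and neuronal list went from 2.12 to 0.28 with the same sign, while its direction in camera turned (adjusted p = 0.963). On log2 of the FPKM values the sign turned for Pdgfra (0.15) and Htra2 (0.069) in WT_Opti against WT_Norm and for Mapk3 (0.084) and Pcna (0.01) over both media, all small changes that were not past the threshold in the principal analysis. With a library left out Pdgfra ran from -0.13 to 0.025 in the wild type comparison and Mapk3 from -0.072 to 0.007 over both media. With the treatment entry of the labels the sign turned in Norm for Xist (0.87) and the median of the cholesterol list (0.25), and in Opti the medians were 0.024 for fibrillar matrix, 0.16 for collagen VI and basement membrane and -0.11 for amino acid stress. Read that way, the medium response of knockout cells had medians of 0.34 for cell cycle, -0.65 for cholesterol synthesis, 0.32 for immediate early, 0.34 for contractile, 0.55 for fibrillar matrix, 0.57 for collagen VI and basement membrane, 0.27 for matrix protease, 0.45 for integrin and adhesion, 0.25 for motility, 0.24 for amino acid stress, 0.998 for interferon-stimulated, 1.43 for myeloid and -0.74 for mitochondrially encoded genes, and the interaction had 0.12 for quiescence, 1.47 for myeloid and -0.49 for mitochondrially encoded genes. With an estimated correlation between genes 2 lists passed for WT_Opti against WT_Norm, 0 for the genotypes over both media, 0 in Norm, 3 in Opti, 0 for KO_Opti against KO_Norm and 3 for the interaction, and fry passed 26 lists for the genotypes over both media. Of 160 named gene results past the threshold, 115 stayed past it in the same direction under every alternative, and 122 when the treatment entry was set aside. Among named gene results 3592 checks were unchanged, 86 weaker, 5 stronger and 14 turned, and among gene lists 2063 were unchanged, 191 weaker and 25 turned. Using only the compared groups is identical to the principal analysis for the genotypes over both media, and the pseudocount alternative was not run because counts were used. Depth, at 51546504 to 71448484 counts, limits genes with few counts, and 19118 of 31075 genes were tested.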

Other observations

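Terms of the GO annotation were tested beside the fixed lists, and some of them overlap in theme with those lists. The Fisher exact tests treat genes as independent, so correlation between the genes of a term can make their p-values too small. Among 1034 terms tested, genes higher in knockout cells over both media were enriched for ribosome biogenesis (57 of 90 genes, 18.5 expected, adjusted p = 1.12e-15) and processing of ribosomal RNA (69 of 132, 27.1 expected, adjusted p = 2.57e-13), with the ribosomal RNA methyltransferase genes Nsun4 (0.85 ± 0.07) and Nop2 (0.51 ± 0.05) and the small subunit processing factor genes Utp15 (0.68 ± 0.07) and Nop14 (0.53 ± 0.05). Genes lower in knockout cells were enriched for extracellular matrix (83 of 181, 33.1 expected, adjusted p = 1.11e-14) and cell adhesion (117 of 341, 62.4 expected, adjusted p = 1.81e-10). In wild type cells genes higher in WT_Opti were enriched for the lysosome (127 of 280, 66.8 expected, adjusted p = 1.39e-12), for example the vacuolar pump accessory gene Atp6ap2 (1.49 ± 0.09), the vesicle transport gene Rab27a (3.02 ± 0.17) and the amino acid transporter genes Slc3a2 (2.12 ± 0.10) and Slc7a5 (2.46 ± 0.16), and for protein ubiquitination (159 of 414, 98.7 expected, adjusted p = 7.06e-09). Genes lower in WT_Opti were enriched for actin binding (112 of 258, 56.4 expected, adjusted p = 4.19e-12).

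Some single transcription factor genes were looked up only after the results had been seen, and they form no list and were not tested as a group. Over both media, Lhx8 (1.38, adjusted p = 5.35e-08), Dlx5 (0.92), Dlx6 (1.23), Foxf1 (1.45), Tbx18 (1.12) and Emx2 (0.83) were higher in knockout cells, and Lhx6 (-1.50) and Dlx3 (-2.40) were lower. The 8 Hox genes that were tested had a mean of at most 0.9353 CPM. The imprinted genes Dlk1 (-2.39) and Igf2 (-1.58) were lower in knockout cells. Single libraries held unusual amounts of some transcripts, namely 28.2 CPM of the hemoglobin gene Hbb-bs in WT_Norm replicate 2 and 445 CPM of the imprinted RNA H19 in WT_Opti replicate 1.

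The study displayed migration terms for the same samples, so a test of migration genes is not independent evidence. The hypothesis was that genes annotated to cell migration would be over-represented among the genes called between knockout and wild type cells. Of 414 such genes 194 were called over both media against 160.7 expected, an odds ratio of 1.41 (95% interval 1.15 to 1.72, Fisher exact p = 0.000712). The odds ratio was 1.46 for genes lower in knockout cells and 1.13 for genes higher in knockout cells. By title, in Norm the excess lay among lower genes (odds ratio 1.82) and in Opti among higher genes (odds ratio 1.64). Genes lower in WT_Opti than in WT_Norm also held an excess of migration genes (odds ratio 1.85), genes higher in WT_Opti held fewer (0.64), and all genes of that comparison together gave 1.22 (Fisher exact p = 0.0505). The odds ratios of the comparisons were not tested against each other, and their intervals and p-values treat genes as independent.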
